A study of Mus musculus with 272 samples.

How the data were processed

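The study fractionated ribosomes from mouse oocytes and preimplantation embryos and sequenced the RNA of each gradient fraction beside matched transcriptomes. Per the labels' protocols, lysates of about 100 oocytes or embryos, made in the presence of cycloheximide to hold ribosomes on their transcripts, were spun through linear sucrose gradients and collected as 10 equal fractions. RNA from each fraction was amplified with a Smart-seq kit, turned into libraries by Nextera tagmentation and sequenced as paired ends on an Illumina HiSeq X. Pools of 20 oocytes or embryos from the same batch gave the transcriptome libraries. The series has 8 stages, from the germinal vesicle (GV) oocyte and the metaphase II (MII) oocyte through the zygote, 2-cell, 4-cell and 8-cell embryo to the morula and the blastocyst. Each stage has 3 gradients, lettered A to C in the labels, and 4 transcriptome pools.

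The authors deposited 1 table of CPM values (reads of a gene scaled to a common library total of 1 M) per gene symbol and library, named as CPM in the table's own name, with 15854 gene symbols and 272 libraries. CPM divides each gene's reads by the library total and applies no length scaling, so levels of different genes within a library also reflect transcript length. The labels do not state the aligner, the counting tool, the genome build or the annotation, so genes are named by the deposited symbols and no genome coordinates are printed. Each symbol in the table was above 0 in at least 56 libraries. In 271 of the 272 libraries the deposited CPM values were whole multiples of what 1 read is worth, and 100% of the values came out as whole reads, within a tolerance of 0.05 reads. In 1 library, fraction 7 of the 2-cell gradient B, 1 read is worth 0.101 CPM, close to a rounding step. Its values were whole multiples too, which gave 9.5 M reads, but its reads were left out of the count models. A value of 0 stands for 0 reads.

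The table held 76 groups of symbols with identical values in every library, 159 symbols in all, and 1 symbol of each group was kept, which left 15771. These repeats made 38 columns of the deposited table sum to more than a CPM column can hold. The 9 with the largest sums, the 4 blastocyst transcriptomes, the 4-cell fractions 7 to 10 of gradient A and the 2-cell fraction 5 of gradient C, were recorded as a signal when units were checked. The authors had scaled these signal values to the library total before they deposited them, as for the other columns. Their steps are those of CPM, and they were used as CPM. With 1 symbol kept per group the column sums ran from 0.791 to 0.989 M. No column of sample values was left without a sample or group. The column letters of the 2-cell transcriptomes are E to H where the labels have A to D, so these 4 columns were used as 2-cell transcriptomes without a replicate letter and are named by their column letter.

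Depth was the sum of recovered reads per library. It ran from 11.2 to 24.3 M reads for transcriptomes and from 0.0102 to 43.2 M for fractions. Amplified reads carry no molecular identifiers, so read counts and floors cover counting error only. A gene was taken as at the floor in a group when each of its samples had at most 3 reads, and a fold against such a group was computed against 3 reads and is a lower bound. Replicates were compared before averaging. Over 288 pairs of replicate libraries, a chi-square test of reads over genes with at least 10 summed reads gave no value per degree of freedom under 2.55 (median 270), so no pair agreed within sampling noise and each library counted once.

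The labels number the fractions without naming them. Fractions 6 to 10 were taken as the heavy side of the gradient, where ribosome-bound transcripts lie by convention, and fractions 1 to 5 as the light side. For each gradient the CPM of the fractions on a side was averaged and then log2-transformed. Because each fraction was scaled to its own total, this mean weighs fractions equally whatever RNA they held, and no amount of RNA per fraction was used here.

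The unit needed a test on a log scale. The main test was limma's moderated test (lmFit and eBayes with a mean-variance trend, version 3.58.1 in R 4.3.3) on log2(CPM + 1), and every fold change is on this scale, which understates the change of low genes. A gene entered when its CPM was at least 1 in as many samples as the smallest group. It was called when the Benjamini-Hochberg adjusted p was under 0.05 and the change at least 1 on the log2 scale. Each of 4 families of comparisons had 1 fit over all its stages, so all stages shared 1 estimate of the spread. The families were the change of the transcriptome between consecutive stages (32 libraries), the change of the heavy fractions (24 gradient means), the heavy against the light fractions within a stage (48 means), and the change of the heavy fractions beyond that of the transcriptome, as an interaction term (56 samples). Gene sets were tested with camera at a preset inter-gene correlation of 0.01, adjusted over sets and comparisons within a family. The sets were cytosolic ribosomal proteins, nuclear subunits of oxidative phosphorylation, proteasome subunits and translation initiation factors, chosen by symbol, and 4 lists of named genes.

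Genes named in the text follow a rule. For each comparison they are the called gene with the largest rise and the one with the largest fall, among those with a mean CPM of at least 10 in the higher group and replicates that did not overlap between groups (for the interaction, no overlap rule was set). Predicted-gene, Rik and pseudogene symbols were left out. The 4 fixed lists were genes with maturation-activated translation (Mos, Ccnb1, Plat, Tpx2, Dazl, Btg4, Cnot7, Cnot6l, Dcp1a, Dcp2, Bub1b, Pabpc1l), oocyte growth genes (Zp1, Zp2, Zp3, Gdf9, Bmp15, Oosp1, Nobox, Figla), 2-cell genes (Zscan4d, Zfp352, Zscan4c, Usp17la, Tdpoz1, and Dux, which was not analysed here) and blastocyst lineage genes (Pou5f1, Nanog, Sox2, Cdx2, Gata3, Krt8, Krt18, Gata6, Gata4, Fgf4, Eomes, Tfap2c). A planned set of mitochondrially encoded genes was not analysed here. Genes with near-identical copies, such as the Zscan4, Usp17l, Tdpoz, Eif1ad, Obox, Tcl1b, Omt2, Trim43, Eif4a3l and Fbxw families and the ribosomal protein genes with their pseudogenes, are uncertain, because the counting could have split or shared their reads. The counting is not stated to use strand, so overlapping and antisense genes are uncertain as well.

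The alternatives were a pseudocount of 0.1, no filter, a mean CPM of at least 10, quantile normalization, only the groups compared in the fit, the replicate letter as a block, leaving out each replicate, edgeR's quasi-likelihood test (version 4.0.16) and, for transcriptomes, DESeq2 (version 1.42.0) on the recovered reads, fractions 7 to 10 or 8 to 10 as heavy, fractions 1 and 2 as light, the mean of log2 values over fractions, the light fractions as the reference of the interaction, array weights per kind of sample, and fry for sets. For the fractions, edgeR took the reads summed over a side, so fractions with more reads weighed more than in the mean CPM. These alternatives, the main fits and the named-gene rule were set before the data were examined. Added after seeing the data were a fit with all symbols kept, CPM without ribosomal RNA, light fractions 2 to 5, and removal of each sample's smooth trend on GC content (a spline with 5 degrees of freedom), the last 2 also with the replicate block for heavy against light fractions. GC content and lengths came from GENCODE M21 coding transcripts matched by symbol; 13759 of 15771 genes (87.2%) matched. For heavy against light fractions the letter marks 1 gradient in each of the 8 stages, so the 2 sides are pairs by their origin. The deviations of the 2 sides of a gradient from their group means correlated across genes with a mean r from 0.038 in 2-cell embryos to 0.201 in GV oocytes (0.129 in MII oocytes, 0.127 in blastocysts). Between stages, and between fractions and transcriptomes, the letter is only shared, and at least 1 pair in each comparison had an r of at most 0.1.

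The fits were tested on simulated reads with 200 genes changed 4-fold. For transcriptomes limma recovered 100% of them in each of the 3 simulated pairs of stages and called 0 unchanged genes. For the heavy fractions the shared estimate of the spread mattered. With the low dispersion of GV and MII it recovered 40% where a fit of those groups alone recovered 100%, and with the high dispersion of the 2-cell and 4-cell stages it called 710 unchanged genes, 4.88% of them, where the fit of those groups alone called 0 and recovered 8.5%. For heavy fractions against transcriptome at that dispersion the shared fit called 1182 unchanged genes (7.9%), and the fit of those groups alone called 10 and recovered 18.5%. Counts for the fractions are therefore given under both fits. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.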

Results

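RNA was measured along mouse oocyte maturation and preimplantation development at 8 stages, from GV oocytes to blastocysts, in 2 kinds of library. Transcriptome libraries came from pools of 20 oocytes or embryos (n = 4 per stage, 32 in all). Fraction libraries came from the 10 fractions of sucrose gradients loaded with about 100 oocytes or embryos (n = 3 gradients per stage, 240 libraries in all). In a sucrose gradient, transcripts that carry more ribosomes sediment further, so the position of a transcript is used as a measure of its engagement with ribosomes. The labels number the fractions and give them no other name. The values are reads of a gene scaled to a common library total of 1 M (CPM), and all changes are on the log2(CPM + 1) scale unless stated.

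Transcriptome libraries held 11.2 to 24.3 M reads and fractions 0.0102 to 43.2 M. The lowest values, 0.0102 and 0.0231 M, were those of fraction 1 in GV gradients. Genes with a CPM of at least 1 numbered 11474 ± 67.1 (SD, n = 4) in GV transcriptomes, 10174 ± 264 in MII oocytes and 12234 ± 170 in 2-cell embryos. Fraction libraries detected 9775 ± 2039 genes (SD, n = 30) in GV oocytes, 5249 ± 1465 in 2-cell embryos, 4635 ± 1216 in 4-cell embryos and 9232 ± 815 in blastocysts. The share of reads assigned to 18S ribosomal RNA in transcriptomes was 0.0143% ± 0.0018 (SD, n = 4) in GV oocytes and 6.95% ± 3.14 in blastocysts.

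**Figure D1:**
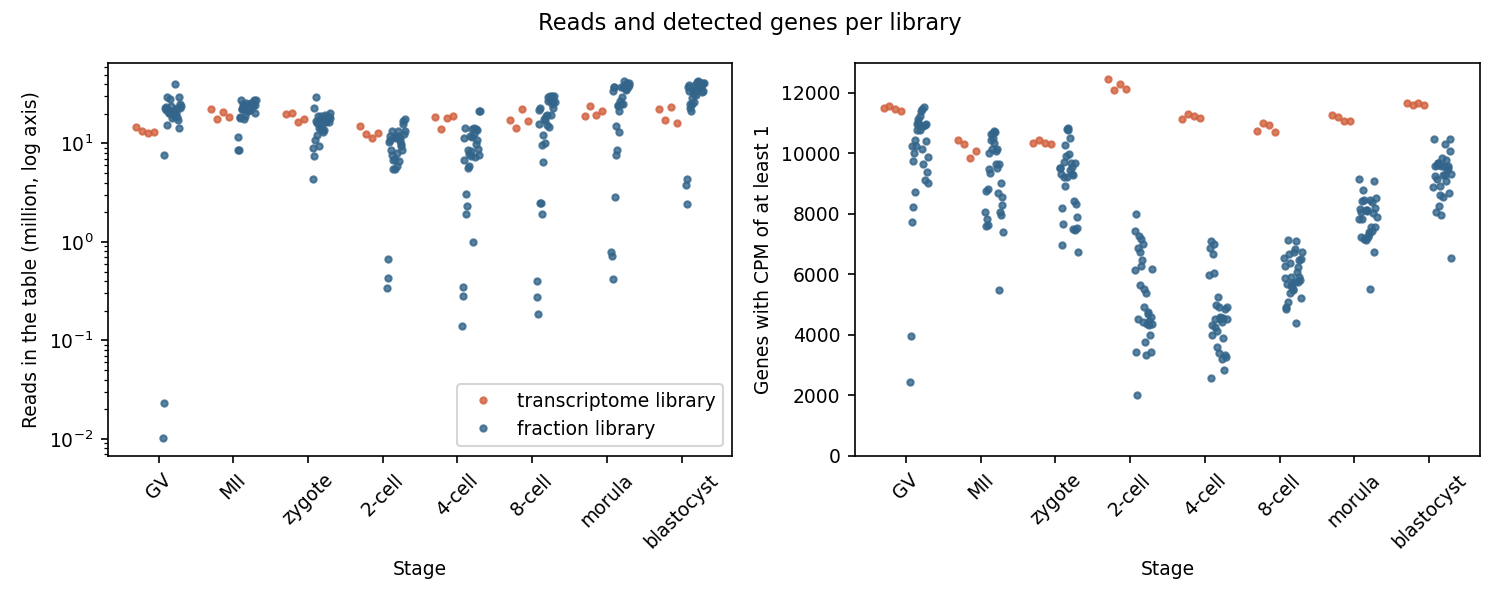
Reads per library in M (left, log axis) and genes with a CPM of at least 1 (right) for each of the 8 stages, with 1 point per transcriptome library and per fraction library. Fraction libraries of the 2-cell and 4-cell stages detected 5249 and 4635 genes on average, fewer than those of the other stages.

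Transcriptome replicates agreed closely at each stage, with Pearson's r across genes from 0.97 to 0.993. Genes are not independent replicates, and these r values describe the libraries. Means over fractions 6 to 10 of separate gradients had r from 0.95 to 0.957 in GV oocytes and from 0.971 to 0.979 in blastocysts, but from 0.688 to 0.722 in 2-cell and from 0.627 to 0.74 in 4-cell embryos. Where the same fraction of both other gradients had at least 100 CPM of a gene (fractions 2 to 10), the remaining gradient had 0 reads in 4.63% of cases in 2-cell embryos, 4.36% in 4-cell embryos and 1.17% in 8-cell embryos, and in at most 0.0713% at the other stages. Transcriptomes showed 0 such cases. A value of 0 in 1 fraction library of the 2-cell or 4-cell stage therefore does not show that a transcript was absent there.

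**Figure D2:**
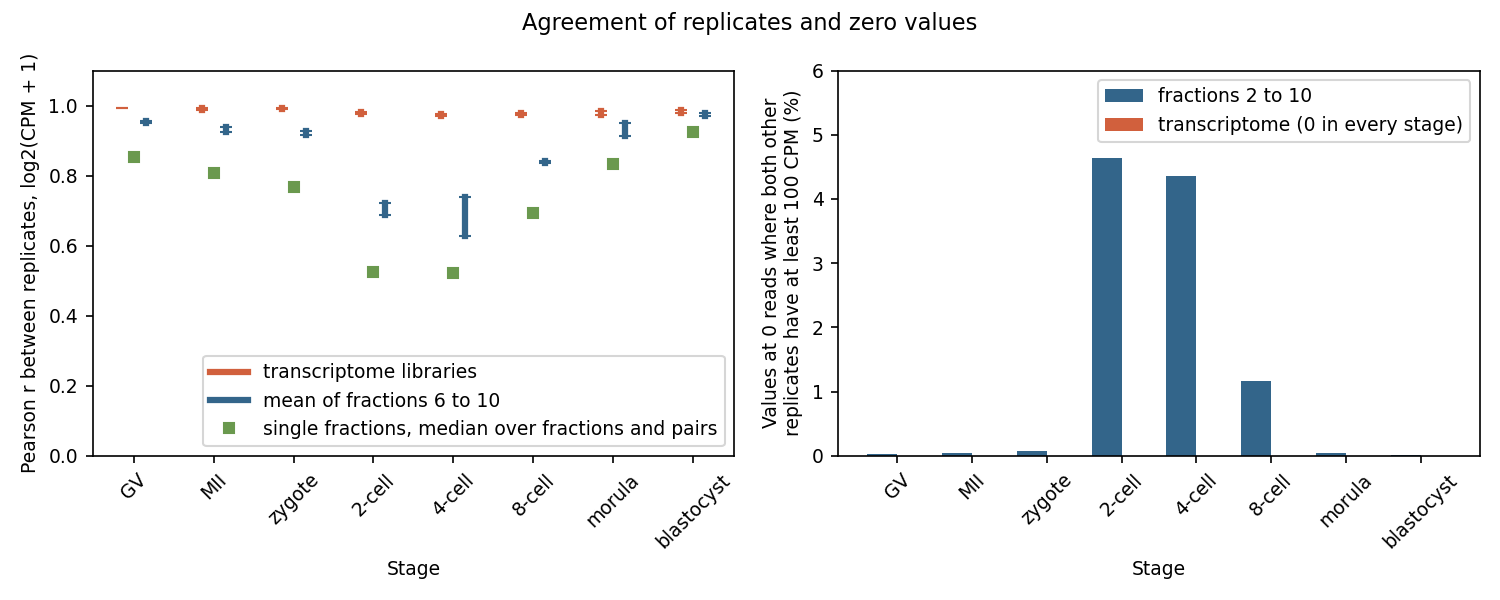
Agreement of replicates by stage. Left, Pearson's r between replicates for transcriptomes and for gradient means of fractions 6 to 10 (bars from lowest to highest pair). Squares show the median of single fractions, also over fractions 6 to 10. Right, the percent of values at 0 reads where both other replicates have at least 100 CPM, which reaches 4.63% in 2-cell fractions.

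The transcriptome comparison asks which transcripts changed in abundance between consecutive stages. Of 14642 genes tested with limma, 5045 were called between GV and MII oocytes, 1334 higher and 3711 lower. Between MII oocytes and zygotes 1504 were called (848 higher, 656 lower), and between zygotes and 2-cell embryos 4959 (3684 higher, 1275 lower). The 2-cell to 4-cell transition had the largest count of the series, 9485 genes (4662 higher, 4823 lower). Between 4-cell and 8-cell embryos 380 genes were called (66 higher, 314 lower), between 8-cell embryos and morulae 1740 (1198 higher, 542 lower) and between morulae and blastocysts 3917 (2750 higher, 1167 lower). The count that moved most under another processing was that of 4-cell to 8-cell, which fell to 147 when only those groups entered the fit. The share of called genes that rose depended on scaling in 5 of the 7 transitions. From GV to MII it was 26.4% as deposited and 55.6% after quantile normalization. CPM is relative to the library total, so no change in total RNA per embryo can be read from it.

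Ranked correlation of stage means across genes set the early and late stages apart. Spearman's rho was 0.972 between MII oocytes and zygotes, 0.865 between zygotes and 2-cell embryos, 0.596 between 2-cell and 4-cell embryos and 0.982 between 4-cell and 8-cell embryos.

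The gene with the largest rise from GV to MII was Arid5b, from 18.5 ± 0.746 to 214 ± 21.3 CPM (SD, n = 4; change 3.46, SE 0.35, limma adjusted p 9.7e-11). It then had the largest fall from MII to zygote, to 4.0 ± 1.06 CPM (change -5.45, SE 0.35). The largest fall from GV to MII was that of Cpsf4l, from 2017 ± 97.8 to 11.2 ± 1.91 CPM (change -7.39, SE 0.24), and the largest rise from MII to zygote that of Hormad1, to 56.6 ± 4.95 CPM (change 4.35, SE 0.3). From zygote to 2-cell, Eif1ad7 had 0 reads in all 4 zygote libraries and 1661 ± 336 CPM in 2-cell libraries, at least 9480-fold higher, and Jkamp fell from 172 ± 21.2 to 4.04 ± 1.2 CPM. From 2-cell to 4-cell, Bhmt rose from 1.81 ± 1.25 to 845 ± 84.3 CPM and Obox5 fell from 15620 ± 1770 to 9.62 ± 2.03 CPM. Stard4 and Ddit3 marked 4-cell to 8-cell, with changes of 1.62 and -2.34. Akr1b8 rose by 3.97 and Inka1 fell by 3.62 from 8-cell to morula. Lgals1 rose from 2.66 ± 0.609 to 693 ± 231 CPM and Trim43c fell from 212 ± 59.4 to 1.33 ± 1.07 CPM from morula to blastocyst. In these 14 cases the call was the same under each alternative tried. Eif1ad7, Obox5 and Trim43c belong to families of similar genes and are uncertain.

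The fixed lists followed the stages they are named for. The 2-cell list of 5 genes rose from zygote to 2-cell by a median of 6.66, or 6.81 with Usp17la, which was at the floor in zygotes, set to its bound. All 5 genes were called, and 5 were called when adjusted over the list alone. Zscan4d went from 11.7 ± 5.34 to 1223 ± 239 CPM (n = 4). The list fell by a median of 6.59 from 2-cell to 4-cell. Of 12 blastocyst lineage genes, 7 were called higher and 1, Gata4, lower from morula to blastocyst (8 adjusted over the list alone), with Krt8 rising from 72.1 ± 17.9 to 1219 ± 128 CPM and Sox2 from 0.192 ± 0.268 to 18.6 ± 4.89 CPM. Pou5f1 rose by 0.78 and was not called. From GV to MII, 6 of 12 genes with maturation-activated translation were called higher and 1, Pabpc1l, lower (7 adjusted over the list alone). Of the 6, Ccnb1, Cnot7, Dazl and Tpx2 fell below the threshold after quantile normalization, and Cnot6l and Dazl did so with the GC trend removed. Ccnb1 also lost its call without replicate C. Of 8 oocyte growth genes, Figla, Nobox, Zp1, Zp2 and Zp3 were called lower and Oosp1 higher (median change -1.66, set not called).

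Cytosolic ribosomal protein transcripts (79 genes) fell by a median of 3.10 from GV to MII while the median of the other genes fell by 0.11 (camera adjusted p 7.24e-33). They rose by 2.04 from zygote to 2-cell and by 4.72 from 2-cell to 4-cell, where 79 of 79 were called higher. Nuclear oxidative phosphorylation transcripts (80 genes) fell by 3.01 from GV to MII and rose by 2.43 from 2-cell to 4-cell. These directions held, relative to the median of all genes, under quantile normalization, GC trend removal, CPM without ribosomal RNA, edgeR and DESeq2. Ribosomal protein genes have pseudogene copies that could share their reads. The falls from GV to MII were smaller in the gradients. Ribosomal protein transcripts fell there by 0.48 in light and 1.07 in heavy fractions. Oxidative phosphorylation transcripts changed by 0.02 in light and by -0.81 in heavy fractions. The size of the transcriptome fall may therefore depend on the kind of library.

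**Figure D3:**
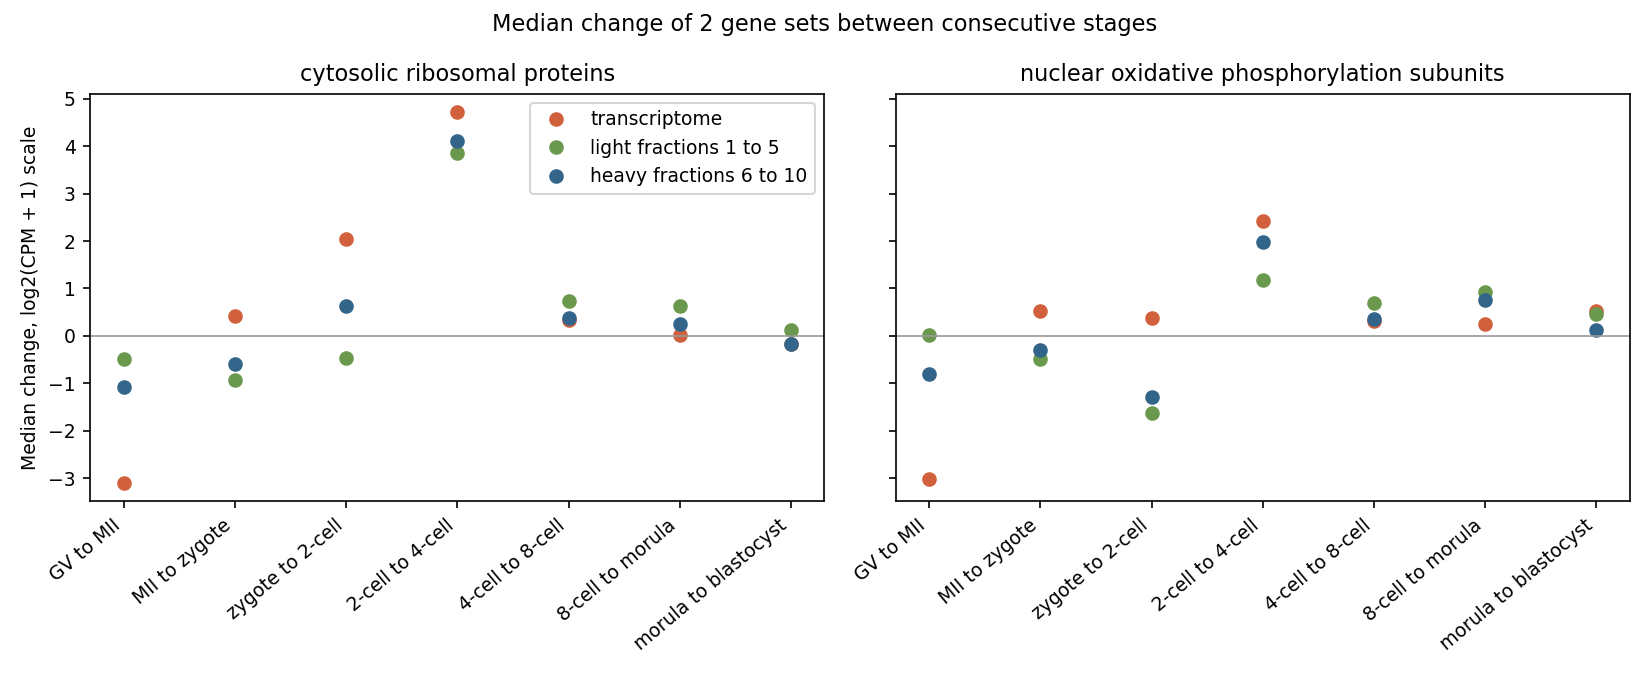
Median change of 79 cytosolic ribosomal protein genes and 80 nuclear oxidative phosphorylation genes between consecutive stages, on the log2(CPM + 1) scale, for transcriptomes, light fractions 1 to 5 and heavy fractions 6 to 10. From GV to MII the transcriptome medians fell by 3.10 and by 3.01, and the heavy fractions by 1.07 and by 0.81.

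The heavy fractions were compared between stages to ask which transcripts changed on the side of the gradient taken as ribosome-bound. Of 14524 genes tested, 589 were called from GV to MII (121 higher, 468 lower), 216 from MII to zygote (122 higher, 94 lower), 3023 from zygote to 2-cell (741 higher, 2282 lower), 5495 from 2-cell to 4-cell (2262 higher, 3233 lower), 950 from 4-cell to 8-cell (813 higher, 137 lower), 1159 from 8-cell to morula (787 higher, 372 lower) and 11 from morula to blastocyst (8 higher, 3 lower). These counts depended strongly on which stages shared the estimate of the spread. With only the groups compared in the fit they were 2588, 766, 1904, 2446, 0, 1467 and 134, and the 0 for 4-cell to 8-cell stood beside 892 genes with an unadjusted p under 0.05. In simulated reads at the 2-cell and 4-cell dispersion, the shared fit called 4.88% of unchanged genes and the separate fit recovered 8.5% of changed ones. The 8-cell stage was not simulated. Neither the 950 calls nor the 0 from 4-cell to 8-cell can thus be taken as the number of genes that changed.

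**Figure D4:**
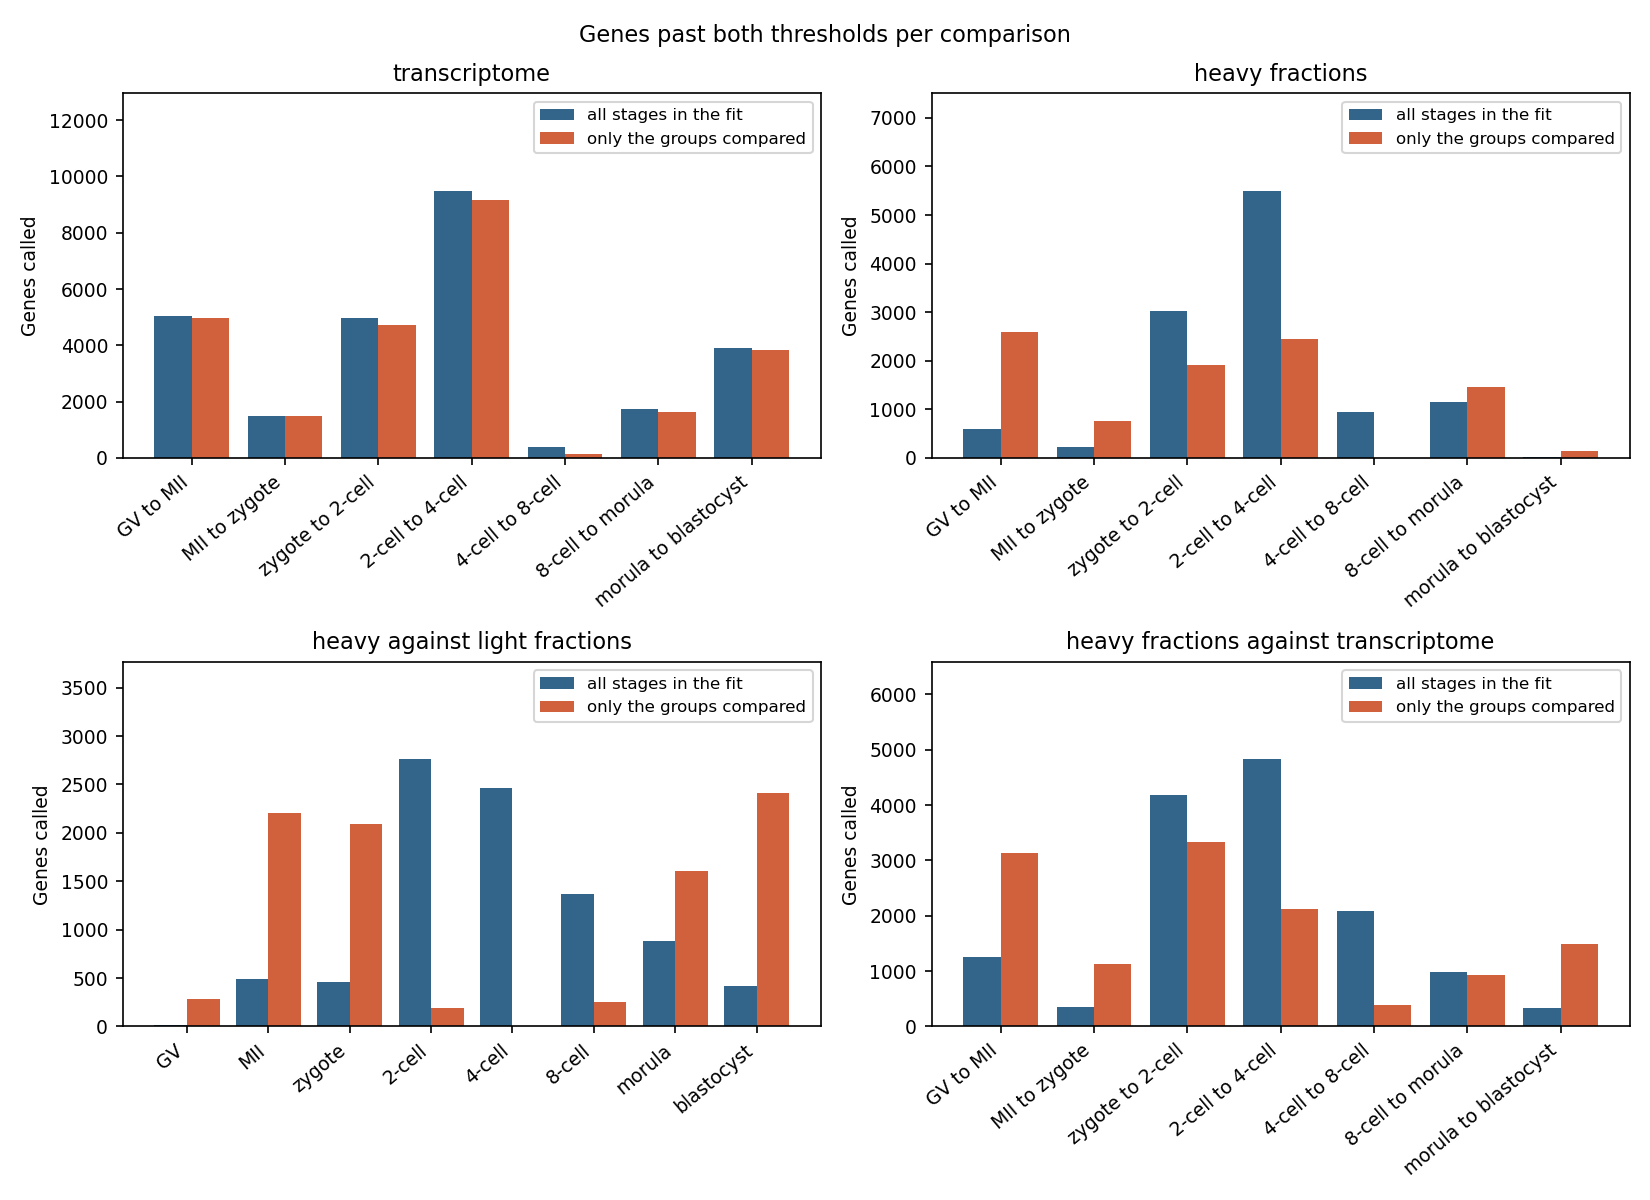
Genes called per comparison in each of the 4 families, with all stages sharing the estimate of the spread and with only the groups compared in the fit. The counts are close for transcriptomes, apart from 380 against 147 for 4-cell to 8-cell, and differ by more than 1.5 times for most comparisons of fractions.

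Among the heavy-fraction genes, Tmem39b fell from 201 ± 68.1 to 0.159 ± 0.0221 CPM from zygote to 2-cell (SD, n = 3; change -7.38, SE 0.52, limma adjusted p 3e-09), and Eif4a3l2 rose to 613 ± 83.1 CPM. Tcl1b4 fell from 4288 ± 769 CPM in 2-cell to the floor in 4-cell embryos, at least 8200-fold lower, and Pttg1ip rose from 16.3 ± 28.1 to 2467 ± 1390 CPM. From 8-cell to morula Akr1b8 rose from 0.31 ± 0.22 to 227 ± 19.4 CPM and Omt2b fell from 234 ± 113 to 2.31 ± 1.18 CPM. From MII to zygote Adra1b rose to 33.6 ± 9.55 CPM, with the call lost without replicate C, and Rpsa fell from 104 ± 22.5 to 4.64 ± 2.55 CPM. The remaining calls depended on single gradients. Without replicate B, Fcf1 (GV to MII, change -4.84) and Mvd (4-cell to 8-cell, 6.12) were no longer called. Rln3 (GV to MII, 3.7), Adh1 (morula to blastocyst, 5.43) and Klf17 (morula to blastocyst, -3.03) lost their calls without replicate A and without replicate C, and Itga6 (4-cell to 8-cell, -5.15) without replicate A.

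Changes in the heavy fractions went with changes in the transcriptome to different degrees. Over 14149 genes, Pearson's r across genes was 0.583 from GV to MII, 0.358 from MII to zygote, 0.597 from zygote to 2-cell, 0.717 from 2-cell to 4-cell, 0.104 from 4-cell to 8-cell, 0.51 from 8-cell to morula and 0.517 from morula to blastocyst. The 2 kinds of library share no samples, so these values carry no shared control. Of the genes called in both from 2-cell to 4-cell, 4254 changed in the same direction and 137 in opposite ones. The counts of same and opposite directions were 1189 and 188 from zygote to 2-cell and 25 and 12 from 4-cell to 8-cell. They were 416 and 22 from GV to MII and 73 and 2 from MII to zygote. From 8-cell to morula they were 397 and 3, and from morula to blastocyst 9 and 0. The 2-cell list rose in the heavy fractions by a median of 5.7 from zygote to 2-cell, with 5 genes called and 5 called when adjusted over the list alone. With its 3 genes at the zygote floor set to their bounds the median was 8.19. The blastocyst lineage list rose by 1.64 from 8-cell to morula, with 7 of 12 called higher and Gata4 lower (10 adjusted over the list alone). With 2 of its genes at the 8-cell floor set to their bounds the median was 3.77. Ribosomal protein transcripts rose in the heavy fractions by 4.11 from 2-cell to 4-cell (camera adjusted p 3.09e-44).

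Heavy and light fractions were compared within each stage to ask which transcripts lay further down the gradient. Of 15172 genes, 11 were called in GV oocytes (7 heavy, 4 light), 490 in MII oocytes (260 heavy, 230 light), 456 in zygotes (324 heavy, 132 light), 2758 in 2-cell embryos (975 heavy, 1783 light), 2468 in 4-cell embryos (516 heavy, 1952 light), 1373 in 8-cell embryos (368 heavy, 1005 light), 882 in morulae (249 heavy, 633 light) and 416 in blastocysts (96 heavy, 320 light). With only the groups compared in the fit the counts were 285, 2204, 2092, 188, 0, 252, 1610 and 2416, with 1276 genes at an unadjusted p under 0.05 beside the 0 of the 4-cell stage. The order of the stages by count was thus set by the shared spread. The GV comparison was also the one most open to the choice of fractions, with 365 genes when fractions 1 and 2 stood for the light side.

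Transcripts further down the gradient included Nexn in MII oocytes, with 415 ± 188 CPM in heavy and 5.09 ± 3.64 CPM in light fractions (SD, n = 3; difference 6.17, SE 0.83, limma adjusted p 3.8e-06), and D6Ertd527e in zygotes, with 1794 ± 438 and 42.1 ± 23.0 CPM, the latter not called by edgeR. Arl5c lay on the light side in morulae (difference -6.42) and blastocysts (-6.39), and Bc1 in 8-cell embryos (-6.35; not called by edgeR) and MII oocytes (-4.75; lost without replicate A and without replicate B). In 2-cell embryos the extremes were Tdpoz4 (5.84; not called by edgeR) and Dus3l (-6.48). In 4-cell embryos they were Hpcal1, at least 25.4-fold higher in heavy fractions, and Smtn (-6.64), both lost with only the groups compared in the fit. The extremes of GV oocytes (Cep152, 3.17, and Aldoa, -2.23), Arid5a in zygotes (-3.47), Ipo13 in 8-cell embryos (4.86), Sdcbp in morulae (4.07) and Acadvl in blastocysts (3.98) each lost their call when at least 1 replicate was left out. Cep152 and Arid5a also lost it with the replicate block (limma adjusted p 0.056 and 0.12). The replicate left out was B for Cep152, Aldoa, Arid5a, Ipo13 and Sdcbp and A for Acadvl.

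Ribosomal protein transcripts lay on the light side in GV oocytes (median difference -0.30, camera adjusted p 3.17e-13), MII oocytes (-0.91, camera adjusted p 2.35e-24), zygotes (-0.49) and blastocysts (-0.36, camera adjusted p 6.01e-05), and on the heavy side in 2-cell (0.49), 4-cell (0.75, camera adjusted p 5.46e-16) and 8-cell embryos (0.41). In morulae the set was not called (0.01). Oxidative phosphorylation transcripts lay on the light side in MII oocytes (-0.76) and zygotes (-0.61) and on the heavy side in 4-cell (0.55) and 8-cell embryos (0.31). In blastocysts that set was on the light side (-0.23), called only with the replicate block (camera adjusted p 0.0327). Initiation factors in blastocysts (0.07) were also called only with the block (camera adjusted p 0.0245). Without it, initiation factors in GV oocytes lay near 0 (-0.084), but below the other genes (median 0.084, camera adjusted p 0.0187). They lay on the heavy side in 2-cell embryos (0.542), 8-cell embryos (0.455) and morulae (0.787, camera adjusted p 0.000185). Proteasome transcripts (37 genes) lay on the heavy side in 4-cell (0.62) and 8-cell embryos (1.03), morulae (1.37) and blastocysts (1.06; not far from 0 in GV and MII oocytes, 0.05 and -0.06). The maturation-activated list lay on the heavy side in MII oocytes (median 1.54; 2 of 12 called, 4 adjusted over the list alone) and zygotes (1.66; 3 called, 4 with the replicate block, 5 adjusted over the list alone), and in GV oocytes it was not called. Ccnb1 had 1182 ± 398 CPM in heavy and 337 ± 41.2 CPM in light fractions of MII oocytes (n = 3), a difference of 1.76 that lost its call without replicate B or replicate C. In GV oocytes the values were 1365 ± 252 and 1253 ± 370 CPM, a difference of 0.15 within the spread. Cnot7 differed by 2.97 in MII oocytes (lost without replicate B) and by 3.82 in zygotes. Oocyte growth genes lay on the light side in 4-cell (-2.45; 4 of 8 called, 5 adjusted over the list alone) and 8-cell embryos (-2.19; 3 called, 4 with the replicate block, 6 adjusted over the list alone). The directions of called sets without the block held relative to all genes under quantile normalization, GC trend removal, CPM without ribosomal RNA and edgeR. The light-side position of 2 sets in MII oocytes rested largely on fraction 1. With fractions 2 to 5 as the light side, the medians of single MII gradients ran from -0.31 to 0.03 for ribosomal proteins. Those of oxidative phosphorylation ran from -0.12 to 0.38.

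The interaction of stage and kind of library asks which transcripts changed in the heavy fractions beyond their change in the transcriptome, a measure of translational efficiency. Of 15165 genes, 1246 were called from GV to MII (1053 higher, 193 lower), 346 from MII to zygote (141 higher, 205 lower), 4177 from zygote to 2-cell (239 higher, 3938 lower), 4823 from 2-cell to 4-cell (2097 higher, 2726 lower), 2085 from 4-cell to 8-cell (1816 higher, 269 lower), 978 from 8-cell to morula (602 higher, 376 lower) and 333 from morula to blastocyst (71 higher, 262 lower). With only the groups compared in the fit they were 3127, 1121, 3336, 2123, 380, 932 and 1483. In simulated reads at the 2-cell and 4-cell dispersion the shared fit called 7.9% of unchanged genes here, so the larger counts of those stages hold many unchanged genes. The alternative that moved these counts most was the light fractions of the same gradients as the reference in place of the transcriptome, which left 28, 3, 705, 1781, 374, 81 and 3. The excess of falls from zygote to 2-cell followed the scaling. The median gene fell by 0.89 there, 5.7% of calls rose as deposited, and 50.8% rose after quantile normalization, with 2780 called.

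The largest rise from GV to MII was that of Cox7c, whose transcriptome level fell from 73.3 ± 0.832 to 1.83 ± 1.69 CPM (SD, n = 4) while the heavy-fraction level went from 27.4 ± 9.1 to 81.2 ± 28 CPM (SD, n = 3; interaction 6.42, SE 0.51, limma adjusted p 7.1e-13). Against the light fractions Cox7c changed by -1.36, the opposite direction. Kcng2 (-4.88) and, from 4-cell to 8-cell, Rasal2 (-4.68) also changed direction with that reference. From zygote to 2-cell Dus3l fell in the heavy fractions from 86.6 ± 29.9 to 0.128 ± 0.141 CPM while the transcriptome rose from 0.901 ± 0.779 to 3.61 ± 0.87 CPM. H13 rose in the heavy fractions from 0.837 ± 0.932 to 111 ± 42.0 CPM from 4-cell to 8-cell, with 21.7 ± 4.61 and 17.1 ± 3.57 CPM in the transcriptome (interaction 6.29, SE 0.43). Of the other named genes, Arid5b (MII to zygote, 4.86), Hormad1 (MII to zygote, -4.52), Fzd9 (zygote to 2-cell, 4.71), Dynlt3 (2-cell to 4-cell, 7.53), Vgll4 (2-cell to 4-cell, -8.06), Il17rc (8-cell to morula, 6.39), Fbxw24 (8-cell to morula, -6.11), Cst7 (morula to blastocyst, 4.72) and Socs1 (morula to blastocyst, -4.81) kept their direction but not their call against the light fractions. Fzd9 was at the floor in zygote heavy fractions and Vgll4 in 4-cell ones, so their fitted values depend on the pseudocount. Hormad1 also lost its call without replicate C or replicate D, and Rasal2 without replicate A or replicate B. In the heavy fractions Arid5b went from 41.1 to 28.2 CPM and Hormad1 from 1.72 to 2.15 CPM. Cst7 went there from 7.31 to 4.88 CPM and Socs1 from 126 to 107 CPM. Heavy-fraction replicates of Arid5b, Hormad1, Cst7 and Socs1 overlapped between the stages. Their interactions thus came mainly from the transcriptome, where Cst7 went from 79.8 to 1.97 CPM and Socs1 from 3.64 to 124 CPM.

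Ribosomal protein (2.30) and oxidative phosphorylation transcripts (2.30) rose in the heavy fractions against the transcriptome from GV to MII, with 57 of 79 and 54 of 80 called higher and camera adjusted p of 1.63e-57 and 4.08e-47. Their level in the heavy fractions itself fell, by 1.07 and by 0.81, and the interaction was positive because the transcriptome fell further. Both fell from MII to zygote (-0.94 and -0.72). The maturation-activated list fell by a median of 0.82 from GV to MII against the transcriptome, with 2 of 12 genes called lower (2 adjusted over the list alone), Ccnb1 (-1.31) and Tpx2 (-1.57). Against the light fractions both rose, by 1.61 and 1.22, and both calls against the transcriptome were lost without replicate B, replicate C or replicate D. The oocyte growth list rose (1.22; 2 of 8 called, 3 adjusted over the list alone), a set call lost with a pseudocount of 0.1. Its called genes, Figla and Zp3, also changed direction against the light fractions. From morula to blastocyst the blastocyst lineage list fell by 1.77 against the transcriptome (4 of 12 called lower, 7 adjusted over the list alone). The light fractions changed against the transcriptome as well (median -1.54), and heavy minus light fractions changed by -0.36. The fall was thus not specific to the heavy fractions. Cdx2 rose in the transcriptome from 8.58 ± 4.2 to 92.5 ± 12.4 CPM, and its heavy-fraction level was 230 ± 64.5 CPM in morulae and 290 ± 7.59 CPM in blastocysts, a change of 0.37 within the spread. Of the 4 called genes, Cdx2 and Eomes lost their calls without replicate B and Gata3 without replicate A, and Sox2 lost its call in edgeR.

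Of 232 set tests, 108 were called with camera. Under fry 93 of them were called in the same direction, 15 were not called and 42 others were. Relative to the median of all genes, 3 of the 108 changed sign under a scaling. These were ribosomal proteins in the transcriptome from morula to blastocyst and in the interaction from 4-cell to 8-cell, and the blastocyst lineage list in the heavy fractions from morula to blastocyst.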

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

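Of the tests in this part, those of paralogs for Eif1ad7, of depth for morula library A and of time within the stage for 2-cell library E and morula library A were written before their result was seen, and the others were chosen only after it. Outliers were sought with Dixon's criterion in 67 groups of 4 transcriptome libraries, for depth, agreement, ribosomal RNA and named genes. It was passed 5 times, against 3.4 expected by chance, so the 5 outliers below are about what chance gives. The labels give these libraries nothing beyond their stage, so apart from time within the stage, tested for 2 of the libraries, no biological explanation was tested for them.

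In the 2-cell transcriptomes, the library whose column carries the letter E had a mean correlation with its replicates of 0.9759, where the other 3 had 0.9796 to 0.9799. Low depth is argued against, because E had the most reads of the 4, 14.9 M. A difference in time within the stage, earlier or later, cannot be told apart. The deviation of E from its group correlated with the zygote to 4-cell change at r 0.031 across genes, inside the range of the other 3 libraries (-0.235 to 0.218), and 1 library cannot decide it.

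The same library had 1163 CPM of Eif1ad7, against 1791 to 1896 CPM in the others. A shift of reads to similar copies is argued against. The 9 Eif1ad genes in the table summed to 3619 CPM in E and to 4954 to 5153 CPM in the other 3 libraries, so the sum was lowest in E too. A real difference between pools stays open and was not tested.

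In the 4-cell transcriptomes, library B had 1.311% of its reads in 18S ribosomal RNA, against 0.5339% to 0.5722% in the others. An effect of these reads on other genes is argued against for the counts, since the 4-cell to 8-cell comparison called 375 genes with ribosomal RNA removed from the totals and 380 with it.

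Morula transcriptome A had a mean correlation with its replicates of 0.9735, against 0.9784 to 0.9793. With the reads of each other library thinned to the depth of A, the lowest mean correlation of another library was 0.9681 and that of A 0.9607, over a slightly different choice of genes, so depth is argued against. Time within the stage cannot be told apart. The deviation of A correlated with the 8-cell to blastocyst change at r 0.271, but that of library B was as large in the other direction (-0.293).

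Blastocyst transcriptome D had 2.929 CPM of Trim43c, against 0.6673 to 0.9519 CPM. It rests on 48 reads in D and 51 in the other 3 libraries together. An exact binomial test (two-sided p 2.79e-10) sets 1 library against counting noise and says nothing about the spread between pools, so counting error and a difference between pools cannot be told apart.

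The difference between heavy and light fractions was not the same in all stages for 6 of the 8 gene sets. Each set was tested between the 2 stages in which it lay furthest apart relative to the other genes, out of 224 possible tests of a set between 2 stages, and the p-values below are multiplied by that number. With camera, the 2-cell list (p 0.282) and the blastocyst lineage list (p 0.515) did not pass 0.05. With fry the 2-cell list did pass (p 0.00181), so the count of 6 rests on camera. Ribosomal protein transcripts lay on the heavy side in 4-cell embryos (median 0.75; gradients 0.41 to 1.02) and on the light side in MII oocytes (-0.91; -1.2 to -0.73), a difference of 1.66, with camera p 1.41e-35 and fry p 9.07e-06. Oxidative phosphorylation transcripts differed by 1.31 between the same stages (0.55 and -0.76; camera p 1.03e-18, fry p 4.68e-05). In each of the 3 gradients of either stage the median of both sets had the sign of its stage.

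Proteasome transcripts lay on the heavy side in morulae (1.37; gradients 1.22 to 1.65) and near 0 in GV oocytes (0.05), a difference of 1.32 (camera p 8.09e-11, fry p 0.00531). Translation initiation factors lay on the heavy side in morulae (0.79) and near 0 in GV oocytes (-0.08), a difference of 0.87 (camera p 0.000191), which fry did not hold (p 0.591). The maturation-activated list differed by 2.83 between zygotes (1.66) and 4-cell embryos (-1.17; camera p 0.00728, fry p 3.27e-09), and the oocyte growth list by 3.03 between GV oocytes (0.58) and 4-cell embryos (-2.45; camera p 0.0011, fry p 8.62e-05). Fits of only the stages compared gave camera p of 5.49e-28, 2e-14, 7.17e-17 and 2.64e-06 for the first 4 sets and 0.0149 for the oocyte growth list, but did not hold the maturation-activated list (0.242).

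Technical explanations were weighed for each of these 6 differences, given below in the order above. As medians of the differences of single genes, they were 1.67, 1.15, 1.44, 0.94, 2.74 and 3.01. With the GC trend removed they were 2.15, 1.87, 1.61, 1.15, 1.89 and 2.14. This argues against GC content for all but the maturation-activated list, where GC content cannot be told apart because its camera p was then 0.0903. Under quantile normalization they were 1.75, 1.7, 1.27, 0.93, 2.56 and 2.41, which argues against the scaling. For each set 10000 random lists were matched on coding length and level. The ribosomal protein difference was reached by 0 (highest 1.07) and that of oxidative phosphorylation by 0 (highest 1.13). That of the proteasome was reached by 0 (highest 1.23) and that of the oocyte growth list by 0 (highest 2.91). In these sets this argues against gene length as the whole cause. The difference of initiation factors (0.82 over the 47 genes with matches) was reached by 10 (highest 0.99). That of the maturation-activated list was reached by 30 (highest 3.28). The random lists were scored only at the stages chosen out of the 224 possible tests. For initiation factors and the maturation-activated list gene length therefore cannot be told apart.

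Fraction 1 has few reads in some gradients. With fractions 2 to 5 as the light side the differences were 1.09, 0.53, 1.26, 0.92, 2.49 and 3.3, so that fraction is argued against as the whole cause but carries part of the first 2. On that light side the gradients no longer took opposite signs in the 2 stages for those 2 sets, since the ribosomal protein medians ran from -0.31 to 0.03 in MII oocytes and from 0.53 to 1.07 in 4-cell embryos, and those of oxidative phosphorylation from -0.12 to 0.38 and from 0.46 to 0.93. Gene length stays open for initiation factors, and both gene length and GC content for the maturation-activated list. For the other sets, a change in how many ribosomes their transcripts carry between the 2 stages compared may account for the differences. For ribosomal proteins it would not be a lasting change after cleavage, since their transcripts lay on the light side again in blastocysts (-0.36). It remains a hypothesis, found and tested on the same data. In the 4 differences that involve 4-cell embryos it competes with the low agreement of the 4-cell fractions described among the other observations, and in all 6 with reads of pseudogenes and similar genes, which could not be separated here.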

How the results depend on the processing

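The alternatives fixed before the values were seen were tried 1 at a time. After the data were seen, 6 more were added: all names kept for genes with identical values, CPM without ribosomal RNA, the GC trend removed, and fractions 2 to 5 as the light side, with the last 2 also tried in the paired fit of heavy against light fractions. Keeping all gene names, and removing ribosomal RNA from the totals, left all counts within 1.5 times. So did omitting the filter on low values, except in the heavy fractions from morula to blastocyst (26 called, 11 in the report). Where a count moved and no reason is given, the cause was not tested.

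Which stages shared the estimate of the spread changed most counts of the fractions. With only the groups compared in the fit, the transcriptome count from 4-cell to 8-cell was 147 (380 in the report), and the other 6 transcriptome counts stayed within 1.5 times. In the heavy fractions the counts were 2588 from GV to MII, 766 from MII to zygote, 1904 from zygote to 2-cell, 2446 from 2-cell to 4-cell, 0 from 4-cell to 8-cell (892 at unadjusted p under 0.05) and 134 from morula to blastocyst. Heavy against light fractions gave 285 in GV oocytes, 2204 in MII oocytes, 2092 in zygotes, 188 in 2-cell, 0 in 4-cell (1276 at unadjusted p under 0.05) and 252 in 8-cell embryos, 1610 in morulae and 2416 in blastocysts. Heavy fractions against transcriptome gave 3127 from GV to MII, 1121 from MII to zygote, 2123 from 2-cell to 4-cell, 380 from 4-cell to 8-cell and 1483 from morula to blastocyst. A test of the method on simulated reads gives the reason. With 200 genes changed 4-fold, the shared fit found 40% of them in the heavy fractions from GV to MII and the separate fit 100%, because the noisy 2-cell and 4-cell stages raise the shared spread. In turn, at the 4-cell stage the shared fit called 1006 unchanged genes (6.75%) between heavy and light fractions. The separate fit of the heavy fractions called 0 unchanged genes from 2-cell to 4-cell and found 8.5% of the changed ones, so a count of 0 there does not show that nothing changed. In these simulations counts for the fractions are too low in quiet stages and hold many unchanged genes in 2-cell and 4-cell embryos.

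The handling of low levels moved other counts. With a pseudocount of 0.1 the moved counts were 638 in the transcriptome from 4-cell to 8-cell, 4 in GV oocytes, 320 in MII oocytes and 266 in zygotes between heavy and light fractions, and 225 from MII to zygote and 102 from morula to blastocyst in heavy fractions against transcriptome. With a mean CPM of at least 10, fewer genes were tested. The transcriptome counts that moved were 3271 (zygote to 2-cell), 5879 (2-cell to 4-cell), 208 (4-cell to 8-cell), 948 (8-cell to morula) and 2041 (morula to blastocyst). In the heavy fractions they were 128 (MII to zygote), 1966 (zygote to 2-cell), 602 (8-cell to morula) and 3 (morula to blastocyst). Between heavy and light fractions they were 7 (GV), 806 (8-cell), 438 (morula) and 267 (blastocyst). For heavy fractions against transcriptome they were 163 (MII to zygote), 2569 (zygote to 2-cell), 526 (8-cell to morula) and 107 (morula to blastocyst).

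Count models on recovered reads called more genes in the transcriptomes. The counts of edgeR were 6831, 2195, 5864, 10210, 577, 2290 and 4592 in order of development, and those of DESeq2, which was run on transcriptomes only, 7279, 2408, 6009, 10282, 885, 2647 and 4835. Where the fractions moved, edgeR mostly called fewer. Its reads were summed over the fractions of a side, so the measured level differed from the mean CPM as well as the test. It gave 161 (GV to MII), 50 (MII to zygote), 636 (8-cell to morula) and 6 (morula to blastocyst) in the heavy fractions, and 156 (MII), 114 (zygote), 650 (8-cell), 132 (morula) and 77 (blastocyst) between heavy and light fractions. For heavy fractions against transcriptome it gave 780 from GV to MII and 1566 from 8-cell to morula. Agreement in number is not agreement in genes, since from 4-cell to 8-cell edgeR and the report share 216 of 577 and 380 transcriptome calls.

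Scaling moved some counts. Under quantile normalization they were 20 in the heavy fractions from morula to blastocyst, 754 in MII oocytes and 731 in zygotes between heavy and light fractions, and 2780 from zygote to 2-cell in heavy fractions against transcriptome. With the GC trend removed they were 248 in the transcriptome from 4-cell to 8-cell, 375 from GV to MII and 2 from morula to blastocyst in the heavy fractions, 4 (GV), 325 (MII), 247 (zygote), 586 (morula) and 181 (blastocyst) between heavy and light fractions, and 2336 from zygote to 2-cell and 183 from morula to blastocyst in heavy fractions against transcriptome. That fit covers only genes with a known GC content, so part of each fall comes from fewer genes tested. Among those genes alone, 360 (4-cell to 8-cell transcriptome), 521 (GV to MII heavy fractions), 445 (MII) and 666 (morula) were called before the removal, and these 4 counts stayed within 1.5 times. The others still moved, from 10 in the heavy fractions, from 9, 425 and 288 in GV oocytes, zygotes and blastocysts, and from 3815 and 296 against the transcriptome.

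Scaling also moved the share of calls that were higher, by over 10 percentage points in the cases listed here. In the transcriptome the share from GV to MII was 26.4%, against 55.6% (quantile), 50.8% (GC trend removed), 41.5% (edgeR) and 47.0% (DESeq2). From zygote to 2-cell it was 74.3%, against 46.4% (quantile) and 48.2% (GC). From 4-cell to 8-cell it was 17.4%, against 49.8%, 43.1%, 33.3% and 36.0% in the same order of 4. From 8-cell to morula it was 68.9%, against 52%, 54.4% and, with DESeq2, 54.9%. From morula to blastocyst it was 70.2%, against 50.8%, 52.5%, 49.8% and 52.9%. In the heavy fractions it was 121 of 589 from GV to MII (quantile 37.1%, GC 41.9%), 56.5% from MII to zygote (GC 42.2%, edgeR 42.0%), 24.5% from zygote to 2-cell (quantile 50.8%, GC 49.5%, edgeR 38.1%), 41.2% from 2-cell to 4-cell (quantile 51.7%), 85.6% from 4-cell to 8-cell (49.9%, 61.4%, 74.1%), 67.9% from 8-cell to morula (quantile 56.7%, GC 57.8%) and 72.7% from morula to blastocyst (GC 50.0%). Between heavy and light fractions it was 63.6% in GV oocytes (quantile 35.7%, GC 25%, edgeR 50.0%), 53.1% in MII oocytes (edgeR 41.0%), 71.1% in zygotes (edgeR 55.3%), 35.4% in 2-cell embryos (quantile 49.2%, GC 49.2%), 20.9% in 4-cell embryos (49.3%, 47.8%, 44.2%) and 26.8% in 8-cell embryos (edgeR 40.0%). For heavy fractions against transcriptome it was 84.5% from GV to MII (quantile 73.8%, edgeR 72.2%), 40.8% from MII to zygote (GC 30.0%), 5.7% from zygote to 2-cell (50.8%, 50.9%, 16.0%), 43.5% from 2-cell to 4-cell (edgeR 55.6%), 87.1% from 4-cell to 8-cell (46.1%, 56.5%, 59.7%) and 21.3% from morula to blastocyst (46.7%, 50.8%, 76.3%). The median gene moved most from zygote to 2-cell, from 0.37 to -0.10 in the transcriptome and from -0.89 to 0.14 in heavy fractions against transcriptome with the GC trend removed. No excess of rises or falls is therefore read as a change in total RNA or in overall translation.

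The choice of fractions changed counts for the gradients. In the heavy fractions from morula to blastocyst, fractions 7 to 10 gave 20 and fractions 8 to 10 gave 19. Between heavy and light fractions, fractions 8 to 10 gave 23 (GV) and 652 (blastocyst), fractions 1 and 2 as the light side gave 365 (GV), 1740 (MII), 888 (zygote), 2722 (8-cell) and 1467 (morula), and fractions 2 to 5 gave 34 (GV), 774 (8-cell), 483 (morula) and 182 (blastocyst). The mean of log2 values over fractions, in place of the log2 of their mean, gave 1954, 540, 5882 (2-cell to 4-cell not moved), 1956, 2460 and 267 in the heavy fractions in the order of the transitions, where the report has 589, 216, 3023, 950, 1159 and 11. It gave 332 (GV), 1031 (MII), 1399 (zygote), 1451 (4-cell), 1366 (morula) and 674 (blastocyst) between heavy and light fractions, and 2031 (GV to MII), 667 (MII to zygote), 8255 (zygote to 2-cell), 1848 (8-cell to morula) and 727 (morula to blastocyst) in heavy fractions against transcriptome. In the last of these families, array weights for each kind of library left 597 (GV to MII), 51 (MII to zygote), 285 (8-cell to morula) and 21 (morula to blastocyst).

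With the light fractions as the reference in place of the transcriptome, the 7 transitions had 28, 3, 705, 1781, 374, 81 and 3 calls. Under that reference 7 named genes reversed, the only reversals found, and the cause was not tested. They were Cox7c (-1.36), Kcng2 (0.54), Ccnb1 (1.61), Tpx2 (1.22), Figla (-1.47) and Zp3 (-1.09) from GV to MII and Rasal2 (0.37) from 4-cell to 8-cell. Of the other results for named genes under all alternatives, 205 were weaker and 2029 the same. Numbers of detected genes moved for 15 of 16 groups when any CPM above 0 counted as detected.

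Leaving out 1 replicate means fewer samples. The transcriptome counts stayed within 1.5 times, from 5036 to 5096, 1373 to 1668, 4894 to 5111, 9452 to 9536, 356 to 485, 1665 to 2006 and 3797 to 4231 in order of development. In the heavy fractions they ran from 201 (without B) to 334, 72 (without B) to 118, 2103 to 2304, 3900 to 4809, 573 (without B) to 1333, 565 (without C) to 1077, and 0 (without A, 494 at unadjusted p under 0.05) to 19. Between heavy and light fractions they ran from 0 (without B, 492 at unadjusted p under 0.05) to 6 in GV oocytes, 119 (without B) to 316 in MII oocytes, 105 (without B) to 319 in zygotes, 1840 to 2198 in 2-cell embryos, 1544 (without B) to 1947 in 4-cell embryos, 775 (without B) to 1135 in 8-cell embryos, 517 (without A) to 596 in morulae and 87 (without B) to 201 in blastocysts. For heavy fractions against transcriptome they ran from 852 to 1269, 179 (without D) to 528, 3241 to 4345, 3997 to 5407, 1139 (without D) to 3090, 541 (without D) to 1366 and 159 (without D) to 458.

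Heavy and light fractions are pairs at each stage, because both sides come from the same gradients. With a replicate block the counts were 14, 612, 615, 3012, 2746, 1547, 977 and 492 from GV oocytes to blastocysts, all within 1.5 times. Apart from the changes given in the report, the block changed no call of a named gene or set reported there, list-alone adjustment aside. Adjusted over the list alone, calls went from 4 to 6 for the maturation-activated list in MII oocytes. For the oocyte growth list in 4-cell embryos they went from 5 to 6. With the GC trend removed in the paired fit the blastocyst count was 239, and the share of heavy calls was 20% in GV oocytes (63.6% in the report), 59.3% in zygotes (71.1%), 49.9% in 2-cell (35.4%), 48.2% in 4-cell (20.9%) and 38.9% in 8-cell embryos (26.8%). With fractions 2 to 5 as the light side the paired fit gave 68 in GV oocytes, 702 in zygotes and 253 in blastocysts. In the other families the samples share only a letter, and at least 1 pair had a correlation of at most 0.1. There the block moved the counts to 6 in the heavy fractions from morula to blastocyst, and for heavy fractions against transcriptome to 136 (MII to zygote), 1230 (4-cell to 8-cell), 568 (8-cell to morula) and 100 (morula to blastocyst). It changed no other count by more than 1.5 times. No paired analysis was possible for comparisons with the transcriptomes of 2-cell embryos because their columns carry other letters than their labels.

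Of the 232 set tests, 108 were called in the report, 135 with fry and 106 with a pseudocount of 0.1, of which 93 and 99 were among the 108. With a replicate block 93 of 200 were called, 88 of them among the 91 called without it. The low depth of fraction 1 in some GV gradients and the transcripts missed in 2-cell and 4-cell fractions limit what can be said of a low level in those libraries.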

Other observations

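Of the tests in this part, that of position in the gradient for the relation with GC content and that of depth for the largest count of calls were written before their result was seen, and all others were chosen only after the result was seen, the splits with the stage difference removed among them. Counts of other splits of the same libraries apply to the counts of calls in the report.

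In the transcriptomes, 1 of the 35 splits of the 8 libraries, the real one, gave as many calls in each of the 7 transitions. The highest count of another split was 1255 from GV to MII (5045 called), 87 from MII to zygote (1504), 1138 from zygote to 2-cell (4959), 5006 from 2-cell to 4-cell (9485), 147 from 4-cell to 8-cell (380), 351 from 8-cell to morula (1740) and 1321 from morula to blastocyst (3917). In the heavy fractions (589, 216, 3023, 5495, 950, 1159 and 11 called) and between heavy and light fractions (11, 490, 456, 2758, 2468, 1373, 882 and 416), 1 of the 10 splits of the 6 gradient means, the real one, gave as many calls in each comparison. The highest count of another split was 6, 13, 95, 685, 643, 18 and 2 in the heavy fractions, and 1, 4, 6, 797, 1476, 141, 23 and 1 between heavy and light fractions. The real count was thus far above the others outside the 2-cell and 4-cell stages, except for the 11 calls from morula to blastocyst and the 11 in GV oocytes, which are few. With 10 splits the share is never under 0.1, so the count of splits alone decides nothing there.

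For heavy fractions against transcriptome, 100 splits were drawn, the real one included. As many calls came from 6 of the 100 from GV to MII (1246 called), 5 from MII to zygote (346), 4 from zygote to 2-cell (4177), 9 from 2-cell to 4-cell (4823), 1 from 4-cell to 8-cell (2085), 13 from 8-cell to morula (978) and 9 from morula to blastocyst (333). These splits mix real differences between stages into the interaction. With the additive stage difference removed first, 1 of the 100 splits gave as many from GV to MII, 1 from MII to zygote, 1 from zygote to 2-cell, 1 from 2-cell to 4-cell, 7 from 4-cell to 8-cell, 1 from 8-cell to morula and 1 from morula to blastocyst. The 2085 calls from 4-cell to 8-cell are thus within what other splits reach.

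The low agreement of 2-cell and 4-cell fraction libraries limits several comparisons. Depth is argued against as its cause. Fraction 1, with the fewest reads, had a mean r between gradients of 0.647 in 2-cell and 0.653 in 4-cell embryos, above that of fraction 10 (0.443 and 0.473). Variation between gradients is argued against in 2-cell embryos, where the next fraction had a median r of 0.52 within a gradient and 0.517 in another one, and cannot be told apart in 4-cell embryos (0.578 and 0.518), where part of the noise is shared within a gradient. Few captured transcripts fit both. Values of 0 reads opposite at least 100 CPM in both other gradients made up 4.63% and 4.36% of cases, and random sampling of reads would give almost none. A loss of molecules before amplification is a possible explanation. Whether these embryos hold less RNA on the gradient was not tested.

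The 4-cell comparison of heavy and light fractions called 2468 genes in the shared fit and 0 when only those groups entered the fit (1276 at unadjusted p under 0.05). The spread borrowed from less variable stages fits as the cause, because in reads simulated at the dispersion of 2-cell and 4-cell embryos the shared fit called 1006 unchanged genes in the 4-cell comparison.

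Levels in transcriptomes and fractions differed with GC content. In GV oocytes the transcriptome minus fraction difference had a median of 1.57 in the 25% of genes with the lowest GC and of -2 in the 25% with the highest. Spearman's rho was -0.761 there and lay between -0.784 and -0.53 in all stages. Transcript length is argued against (weakest partial correlation given length -0.471), and so is position in the gradient (weakest over light and heavy sides -0.491). Few captured transcripts in the fractions are argued against by the GV value of -0.761, since GV fractions agreed well. A difference in preparation between the 2 kinds of library may account for it but was not tested. No biological explanation was tested. Differences between stages cancel such a bias only where it is constant, and the median in the 25% with the highest GC ran from -3.21 in zygotes to -0.62 in blastocysts. The levels of the 2 kinds were therefore not compared directly.

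From GV to MII, ribosomal protein transcripts rose in the heavy fractions against the transcriptome (median 2.30). Movement from light to heavy fractions is argued against, because heavy minus light fractions changed by -0.55. GC content is argued against, because the rise stayed at 2.04 with its trend removed. A difference between the kinds of library fits, because the light fractions rose against the transcriptome as well, by 2.7. The transcriptome fell by 3.10 and the light and heavy fractions by 0.48 and by 1.07. Transcripts whose poly(A) tails shorten in maturation could be lost from the transcriptome libraries. That could give this pattern only if the fraction libraries depended less on tails. Neither this condition nor tail length was tested here. The interaction is therefore no evidence of more translation of these transcripts.

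The maturation-activated list shows the reverse. From GV to MII it rose by a median of 0.95 in the transcriptome and fell by 0.82 in heavy fractions against transcriptome. Movement from heavy to light fractions is argued against, since heavy minus light fractions changed by 0.85, with 10 of 12 genes above 0. Lengthening of tails in maturation, which may raise these transcripts in the transcriptome libraries, stays open and was not tested. It too would need fraction libraries that depend less on tails.

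The 9485 calls in the transcriptome from 2-cell to 4-cell were the largest count. A mislabelled 2-cell group is argued against, because the 2-cell list rose by 6.66 from zygote to 2-cell. A mislabelled 4-cell group cannot be told apart, because no list marks that stage and its transcriptomes correlate with those of 8-cell embryos at rho 0.982. GC content is argued against by 8544 calls with its trend removed (8580 among the same genes before). Depth is argued against, because 9527 genes were called, still the largest count, with all transcriptomes thinned at random to 11.2 M reads, and 9528 without thinning at the same scaling. A change of the transcriptome at this transition stays open beside it.

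Coding length was related to position in the gradient. In GV oocytes, MII oocytes and zygotes, longer coding regions went with the heavy side (rho 0.232, 0.257 and 0.236). GC content is argued against, with a weakest partial correlation of 0.249. Room for more ribosomes on longer coding regions is a possible explanation in these 3 stages. It is argued against from 2-cell to blastocyst, where rho lay between -0.203 and -0.061. Which property of these libraries or embryos sets the stages apart was not tested.

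Changes in light fractions also followed the transcriptome, with r across genes of 0.337 from GV to MII, 0.281, 0.395, 0.666, 0.17, 0.49 and 0.369 in order of development. Of 30 fraction libraries per stage, those that correlated more, on average, with the same fraction of their own stage than with that of any other stage numbered 28 in GV oocytes, 26 in MII oocytes, 21 in zygotes, 19 in 2-cell, 5 in 4-cell and 24 in 8-cell embryos, 9 in morulae and 30 in blastocysts.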
